A study of Mus musculus with 9 samples. Its data were reported in "Decoding YAP dependent transcription in the liver" (2022).

How the data were processed

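Liver cells of 9 mice were profiled with droplet-based 3' single-cell RNA-seq, 1 library per mouse: 2 WT, 4 YAP3d and 3 YAP7d. The authors aligned the reads to the mouse genome and counted them with Cell Ranger. The deposited table used here holds counts of unique molecular identifiers (UMIs) per gene and cell, as integers, with the library of each cell given by its name. Of the 27998 genes in it, 9082 had 0 counts in every cell. Symbols were matched to the RefSeq annotation of GRCm38.p6, which held 22794 of them, and coordinates come from that annotation alone.

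Cells with under 200 genes were left out, which removed 35 of 8562 cells. No filter on mitochondrial counts was applied, although 354 cells had over 10%. Counts were scaled to 10000 per cell and log-transformed with scanpy 1.11.5 and anndata 0.12.19. Of 2500 variable genes 2327 were used after leaving out the members of the tested lists, 111 genes whose correlation with the cell cycle exceeded 0.4, and mitochondrial, ribosomal, haemoglobin, histone and immunoglobulin genes. Cells were grouped with 30 principal components, 15 neighbours and Leiden clustering at resolution 1 (igraph 0.11.9, seed 0), which gave 23 clusters. The candidate class of a cluster was that with the largest share of its markers raised by a log2 fold over 1. The cluster was named after it when at least 3 of the markers were raised over the cells of the other candidate classes, and when the 10 most raised genes held no more markers of any other class than of this one; clusters with little RNA also needed 1 of its markers among the 10. The list held 156 markers, of which 152 were in the table. Classes are therefore called by the type they resemble, and 22 cells stayed unnamed. Scrublet, run per library with an expected rate of 0.05, called 60 doublets (0.704%), which were kept.

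Shares of cells per class were computed per library and compared between groups with exact two-sided permutation tests on the difference of means, and over the 3 groups with an exact permutation test, adjusted by the Benjamini-Hochberg method over 13 named classes (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, Python 3.11.15). Shares of single libraries have exact Clopper-Pearson 95% intervals, which cover counting error only.

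For tests on genes, counts were summed per library and class. A library entered with at least 10 cells of the class, which all 9 libraries had in the 4 tested classes. Genes with low counts were left out with filterByExpr, libraries were scaled with TMM, and all 3 groups were fitted together with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. The threshold was a Benjamini-Hochberg adjusted p of 0.05. DESeq2 1.42.0 was run as a second tool. Mean CPM values are given with SD, and log2 fold changes with SE. Gene lists, 305 genes in all, were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and also with fry and with camera with the correlation estimated from the data. The p-values of 11 lists and classes named by the design were adjusted together. Mean levels of lists are on the log2 CPM scale with a prior count of 2. Figures were drawn with matplotlib 3.10.9.

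Genes were named by a rule: in each class and comparison at most the 5 largest rises and the 5 largest falls in log2 fold change, among genes with an adjusted p below 0.05, a mean of at least 50 CPM in 1 of the groups and values that did not overlap between the groups. Marker, haemoglobin and immunoglobulin genes were left out. Yap1, Tead1, Tead4, Ctgf, Cyr61, Ankrd1, Ccl2, Csf1 and Tgfb1 were named whatever their change, as were members of a list where its result is explained. Tead4 and Ankrd1 were too low to be tested within the classes. The groups, comparisons, gene lists, naming rule and a first set of alternatives were chosen before the data were examined.

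The other lists gave these values between YAP7d and WT with camera, not adjusted with the 11. In macrophage-like cells Kupffer identity was lower (15 genes, median -0.81, p 1.2e-07; 3 members over all genes, 8 adjusted over the list alone), proliferation was higher (44 genes, median 2.03, p 5.6e-26; 8 and 37 members), the sinusoidal list was lower (12 genes, median -1.51, p 8.7e-13; 5 and 8 members), YAP targets were lower (6 genes, median -0.70, p 0.0249; 0 and 2 members), and the lipid-associated macrophage list did not differ (13 genes, median -0.20 and mean 0.09, which differ in sign, p 0.423; 0 and 3 members). In T-cell-like cells proliferation was higher (42 genes, median 1.64, p 8.3e-52; 0 and 36 members) and the sinusoidal list was lower (9 genes, median -1.56, p 4.6e-08; 0 and 4 members).

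The fit was tested on simulated data, in which 200 genes per class were changed by a log2 fold of 2 in counts resembling the real ones. In macrophage-like, endothelial-like, T-cell-like and B-cell-like cells edgeR recovered 70.5, 86.5, 89.5 and 81.5% of them, with 5.33, 3.89, 5.76 and 5.71% of calls false, and DESeq2 recovered 58.5, 77.5, 84 and 77%. An unchanged list had a camera p of 0.618, 0.660, 0.0490 and 0.254 in these classes.

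Alternatives covered the filters on cells and genes, doublets, clustering resolution, class assignment without clusters, denominators, normalisation, the tool, the groups in the fit, free RNA, replicate numbers as a block and leaving out each library in turn. Added after the data had been seen were 1 UMI floor of 4041 for all libraries (5542 cells), libraries under or over 1000 cells, a denominator without macrophage-like and monocyte-like cells, 1 without endothelial-like cells as well, these classes counted together, and terms for large libraries, for libraries with low heat shock transcripts and for libraries with Gm10709 transcripts. Sequencing reads were not used here, and classes other than the 4 were not tested for genes because of their few cells per library.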

Results

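Single-cell RNA-seq was used to profile cells from whole mouse livers dissociated with collagenase. The paper's methods describe the single-cell preparation, made with dispase and collagenase, as one of non-hepatocytes. Shares given below are therefore shares of the recovered cells and not of the whole liver. The mice carried a doxycycline-controlled transactivator (rtTA) at the ROSA26 locus. In the induced groups they also carried a tet-driven active form of the transcriptional co-activator YAP, which doxycycline switches on. The paper crossed these mice with Alb-Cre mice, and its legends describe the induction as one in hepatocytes. The 9 libraries came from 2 WT mice without the YAP transgene that received doxycycline food for 7 days, 4 mice induced for 3 days (YAP3d, acute induction) and 3 mice induced for 7 days (YAP7d, tonic induction). YAP7d and WT mice had the same length of doxycycline feeding, whereas YAP3d and WT mice differed in it. The library was the replicate throughout.

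The deposited count table held 8562 cells, 27998 genes and 63380159 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule). WT replicates 1 and 2 had 528 and 1417 cells with 1935210 and 7340600 UMIs. YAP3d replicates 1 to 4 had 293, 444, 427 and 2554 cells with 1314878, 3031346, 1718409 and 13092200 UMIs. YAP7d replicates 1 to 3 had 604, 461 and 1834 cells with 5730317, 4160318 and 25056881 UMIs. The median number of UMIs per cell was 3774 ± 826 in WT (SD, n = 2 libraries), 4078 ± 751 in YAP3d (n = 4) and 8219.5 ± 2949.6 in YAP7d (n = 3). The smallest number of UMIs in a cell differed between libraries, from 822 in YAP3d replicate 1 to 4041 in YAP7d replicate 3, so cells with little RNA were counted in some libraries and not in others.

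Yap1 (chromosome 9, positions 7931999 to 8004638 of GRCm38.p6, protein-coding) was examined first because it is the induced gene. Over all cells of a library it reached 13.3 ± 3.26 CPM (counts scaled to the same total in every library) in WT (SD, n = 2), 10.3 ± 3.43 CPM in YAP3d (n = 4) and 3.63 ± 2.01 CPM in YAP7d (n = 3). In WT 29 of 30 and 75 of 81 Yap1 counts lay in endothelial-like cells, while in YAP7d these cells held 4 of 22, 8 of 23 and 12 of 38, so the values over all cells moved with the share of endothelial-like cells. Within endothelial-like cells Yap1 differed by a log2 fold change of -0.74 (SE 0.378, edgeR adjusted p 0.198) between YAP7d and WT and of 0.04 (SE 0.296, edgeR adjusted p 1.0) between YAP3d and WT. Without WT replicate 2 and without YAP3d replicate 4 the latter value was -0.03 and -0.07. In hepatocyte-like cells the Yap1 counts were 1 and 0 in the WT libraries, 1, 6, 1 and 6 in YAP3d and 15, 11 and 19 in YAP7d. WT held 3 hepatocyte-like cells in all, so induction in hepatocytes was not testable against WT with so few cells. Whether transcripts of the transgene were counted under Yap1 was not analysed here.

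Among other genes of the pathway, Tead1 (chromosome 7, 112679356 to 112906784) had 9.74 ± 3.94, 6.85 ± 3.12 and 1.79 ± 0.997 CPM over all cells in WT, YAP3d and YAP7d, and Tead4 (chromosome 6, 128227143 to 128300813) had 2.86 ± 0.382, 2.19 ± 1.74 and 0.77 ± 0.403 CPM. Ctgf had 3.29 ± 1.70, 3.39 ± 2.18 and 3.58 ± 4.40 CPM, Cyr61 had 25.5 ± 23.5, 13.1 ± 7.40 and 10.9 ± 3.94 CPM, and Ankrd1 (chromosome 19, 36111965 to 36119844) had 4.77 ± 6.75, 4.58 ± 4.14 and 9.23 ± 12.6 CPM. For Ctgf, Cyr61 and Ankrd1 the groups overlapped. Most cells behind these values were not hepatocyte-like, and the share of endothelial-like cells fell, so the values do not show levels in hepatocytes. In hepatocyte-like cells Tead1 had 0 counts in every WT and YAP3d library and 6, 3 and 0 in YAP7d. Tead4 had 0 counts there in every WT and YAP3d library and 5, 0 and 2 in YAP7d. These counts were too few to test. Within endothelial-like cells Cyr61 was lower in YAP7d than in WT by a log2 fold change of -1.94 (SE 0.634, edgeR adjusted p 0.0437), although the CPM values of the groups overlapped, Tead1 did not differ (log2 fold change -0.50, SE 0.416, edgeR adjusted p 0.440) and neither did Ctgf (log2 fold change -0.04, SE 0.895, edgeR adjusted p 0.987). The list of known YAP target genes, taken as a whole, was lower in endothelial-like cells of YAP7d than of WT (12 genes, median log2 fold change -1.05, camera p 2.6e-04).

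The first question was how the composition of the recovered liver cells changed with the duration of induction. After 35 cells with under 200 genes were left out, 8527 cells fell into 23 clusters. All but 1 cluster of 22 cells were named after 13 cell classes, which are called by the type they resemble. The cluster left unnamed had 9 of 12 macrophage markers raised, but none of them among its 10 most raised genes, where 1 marker of another class stood. Macrophage-like cells made up 5.41 ± 0.762% of the cells in WT (SD, n = 2), 6.48 ± 3.80% in YAP3d (n = 4) and 31.1 ± 12.6% in YAP7d (n = 3). Endothelial-like cells made up 44.2 ± 12.4%, 26.7 ± 11.2% and 4.16 ± 0.762%. T-cell-like cells made up 22.5 ± 3.85%, 25.4 ± 3.69% and 13.8 ± 1.89%, and B-cell-like cells made up 11.2 ± 4.77%, 14.1 ± 8.70% and 6.56 ± 4.67%.

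Over the 3 groups, an exact permutation test on all 1260 assignments of the libraries (smallest possible p 0.000794) gave p 0.0103 for macrophage-like cells, p 0.0111 for endothelial-like cells and p 0.00952 for T-cell-like cells, and each had a Benjamini-Hochberg adjusted p of 0.0481 over the 13 classes. B-cell-like cells did not pass (exact permutation p 0.442, adjusted p 0.562), nor did the other 9 classes. The margin was narrow: 0 classes passed when cells needed at least 500 genes and at most 10% mitochondrial counts, and between 0 and 1 passed when any single library was left out, a change that also lowers the number of assignments.

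YAP7d differed from WT by 25.7 percentage points for macrophage-like cells, -40.1 for endothelial-like cells and -8.65 for T-cell-like cells, and in each case the libraries of the groups did not overlap. Each of these had an exact two-sided permutation p of 0.1, which is the smallest that 3 against 2 libraries allow, so these pairs could not pass 0.05. Counting monocyte-like cells together with macrophage-like cells moved the first value most, to 42.8 percentage points. The B-cell-like difference of -4.69 percentage points was within the spread of the libraries (exact two-sided permutation p 0.4). YAP7d differed from YAP3d by 24.6 percentage points for macrophage-like cells and -11.6 for T-cell-like cells (exact two-sided permutation p 0.0286 each, the smallest possible with 4 against 3 libraries), by -22.5 for endothelial-like cells (exact p 0.0571) and by -7.51 for B-cell-like cells (exact p 0.257). YAP3d differed from WT by 1.07 percentage points for macrophage-like cells (exact p 0.8), -17.5 for endothelial-like cells (exact p 0.267), 2.92 for T-cell-like cells (exact p 0.4) and 2.82 for B-cell-like cells (exact p 0.8), where the smallest possible two-sided p was 0.0667.

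**Figure D1:**
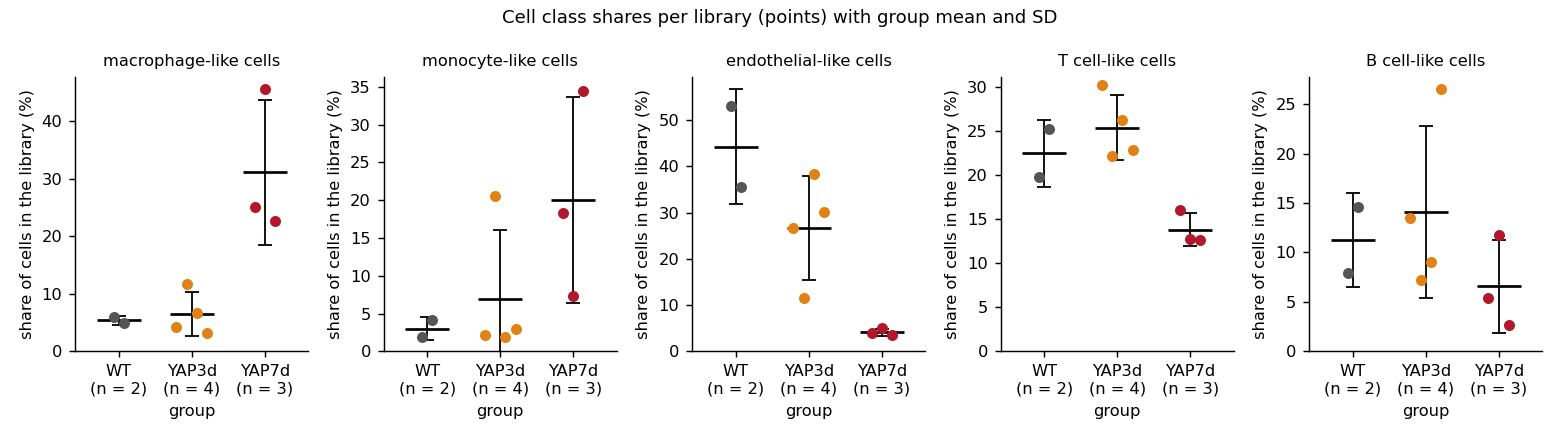
Share of each library's cells (vertical axis, percent) in 5 cell classes for WT, YAP3d and YAP7d; points are libraries, horizontal lines are group means and error bars are 1 SD, ending at the axis where they would reach below 0. The 3 YAP7d libraries lie above all others for macrophage-like cells and below all others for endothelial-like and T-cell-like cells, while the groups overlap for B-cell-like cells and 1 YAP3d library stands out for monocyte-like cells at 20.6%.

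Of the remaining classes, monocyte-like cells made up 3.01 ± 1.54% in WT, 6.89 ± 9.14% in YAP3d and 20.1 ± 13.6% in YAP7d (exact permutation p over the 3 groups 0.159), with YAP3d replicate 2 at 20.6% (exact Clopper-Pearson 95% interval in the same units, counting error only, 16.9 to 24.7). Hepatocyte-like cells were few in every group, at 0.227 ± 0.222%, 2.71 ± 1.62% and 3.35 ± 2.38%. The paper describes the preparation as one of non-hepatocytes, so these shares do not give their number in the liver.

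The second question was which genes changed within a class. Counts were summed per library and class, and the 4 classes that the study discusses were tested with edgeR. Between YAP7d and WT, 107 of 6648 genes differed in macrophage-like cells at an adjusted p below 0.05, 32 higher and 75 lower (1217 at an unadjusted p below 0.05; 174 by DESeq2). This number rested on single libraries: it was 0 without WT replicate 2, 36 without WT replicate 1, 45 without YAP7d replicate 3, 49 without YAP3d replicate 1, 57 without YAP7d replicate 2, 286 without YAP3d replicate 4 and 530 without YAP3d replicate 2. Leaving out the filter on low counts moved it most upward, to 556, and a term for the libraries with transcripts of the pseudogene Gm10709 moved it to 0. In endothelial-like cells 1367 of 7464 genes differed, 719 higher and 648 lower (973 by DESeq2). This class joined several clusters, the largest with 1204 cells and a median of 5340.5 UMIs, the smallest with 100 cells and 12179.5 UMIs. Their mix was not compared between groups, so a change in it was not separated from genes changing within cells. In T-cell-like cells edgeR called 0 of 5940 genes (544 at an unadjusted p below 0.05; 36 by DESeq2), and in B-cell-like cells 1 of 2233 genes was lower (97 at an unadjusted p below 0.05; 9 by DESeq2).

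Between YAP3d and WT edgeR called 0 genes in each of the 4 classes, and DESeq2 also called 0. At an unadjusted p below 0.05 there were 293 genes in macrophage-like, 142 in endothelial-like, 78 in T-cell-like and 20 in B-cell-like cells. Between YAP7d and YAP3d, which tests directly whether the longer induction differed from the shorter one, 24 genes differed in macrophage-like cells (4 higher, 20 lower; 57 by DESeq2), 1279 in endothelial-like cells (671 higher, 608 lower; 927 by DESeq2) and 103 in T-cell-like cells (79 higher, 24 lower; 135 by DESeq2). In B-cell-like cells edgeR called 0 genes (149 at an unadjusted p below 0.05; 10 by DESeq2).

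**Figure D2:**
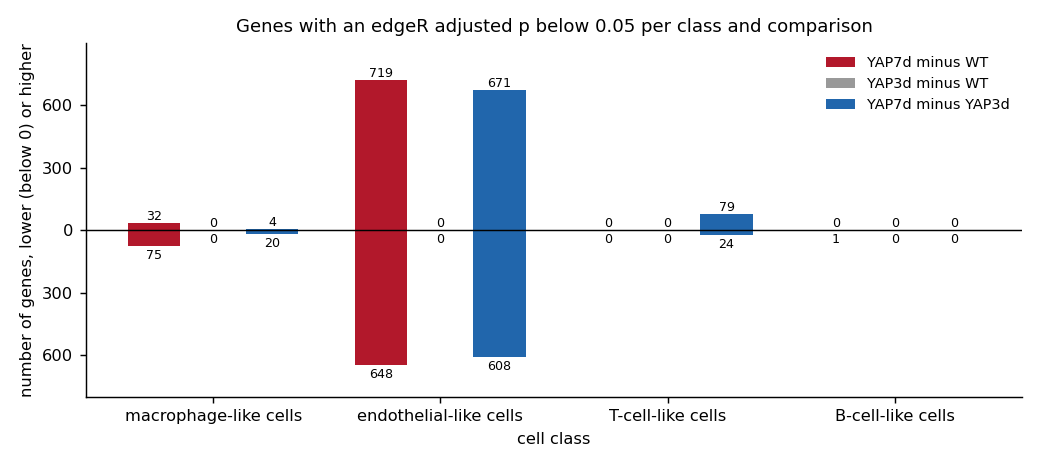
Number of genes with an edgeR adjusted p below 0.05 (vertical axis, higher above 0 and lower below 0) in 4 cell classes for 3 comparisons, shown by colour. The bars of endothelial-like cells reach 719 and 648 genes for YAP7d minus WT, and no bar rises for YAP3d minus WT.

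In macrophage-like cells Ehd3 (chromosome 17, 73804841 to 73832093) fell from 75.5 ± 9.0 CPM in WT (SD, n = 2) to 4.50 ± 0.860 CPM in YAP7d (n = 3), a log2 fold change of -3.98 (SE 0.471, edgeR adjusted p 0.000992). Its WT level was 2.56% of that in endothelial-like cells. Gbp2b (chromosome 3, 142594816 to 142619179) fell from 215.2 ± 142.3 to 6.64 ± 3.37 CPM (log2 fold change -4.94, SE 0.718, edgeR adjusted p 0.00475), and C4b (chromosome 17, 34728139 to 34743902) from 188.8 ± 85.1 to 16.7 ± 2.87 CPM (log2 fold change -3.61, SE 0.539, edgeR adjusted p 0.00475). Cxcl13 (chromosome 5, 95956939 to 95961068) and Bmp2 (chromosome 2, 133552159 to 133562896) had log2 fold changes of -3.83 and -4.19, and the WT level of Bmp2 was 2.50% of that in endothelial-like cells. Among genes that rose, Lmnb1 (chromosome 18, 56707813 to 56753424) went from 12.7 ± 15.1 to 92.6 ± 5.33 CPM (log2 fold change 4.07, SE 0.868, edgeR adjusted p 0.0267), and Cdca3, Ttc39c and Tyms had log2 fold changes of 3.76, 3.50 and 3.08. Gm10709, a pseudogene on chromosome 9 (7751672 to 7752325), reached 477.3 ± 186.1 CPM in YAP7d and had 0 counts among 624637 UMIs in WT macrophage-like cells, which allows up to 4.80 CPM. It divided the libraries in every tested class and did not follow the 3 groups.

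The study describes lower antigen presentation and other programs in macrophages at 7 days, so lists of genes fixed before the data were examined were tested with camera, which compares a list with all other genes. MHC class II was lower in macrophage-like cells of YAP7d than of WT (7 genes, median log2 fold change -2.41, 0 of 7 members higher, p 1.4e-11, adjusted p 5.3e-11). Of its members 4 passed over all genes and 6 adjusted over the list alone. Cd74 (chromosome 18, 60803849 to 60812652) went from 12830 ± 532.0 CPM in WT to 7786 ± 3915.2 in YAP3d and 2414 ± 724 in YAP7d (log2 fold change of YAP7d minus WT -2.41, SE 0.411, edgeR adjusted p 0.00772). H2-Aa (chromosome 17, 34282744 to 34287823) went from 3955 ± 230.4 to 740.3 ± 231.8 CPM between WT and YAP7d (log2 fold change -2.42, SE 0.411, edgeR adjusted p 0.00772). MHC class I was also lower (16 genes, median -0.62, 1 of 16 higher, camera adjusted p 2.0e-04; 1 member over all genes, 2 adjusted over the list alone), and oxidative phosphorylation was higher (71 genes, median 0.26, 53 of 71 higher, camera adjusted p 0.00175; 0 members over all genes, 2 adjusted over the list alone).

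Glycolysis was higher (15 genes, median 0.65, camera p 0.0345) and M2 markers were lower (10 genes, median -0.58, camera p 0.0374), but neither passed adjustment (0.0588 each); 4 and 2 of their members passed adjusted over the list alone and 1 of each over all genes. Chemokines and their receptors did not differ as a list (22 genes, median -0.45, camera p 0.699), although 3 members passed over all genes and 7 adjusted over the list alone. Tgfb1 (chromosome 7, 25687002 to 25705077) had a log2 fold change of 0.35 (SE 0.30, edgeR adjusted p 0.583) in macrophage-like cells and Ccl2 (chromosome 11, 82035577 to 82037452) one of -0.40 (SE 0.535, edgeR adjusted p 0.752).

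In macrophage-like cells, under the self-contained test fry, MHC class II (adjusted p 0.0267) kept its call while MHC class I (0.064) and oxidative phosphorylation (0.168) did not. With the correlation between genes estimated from the data, MHC class II reached an adjusted p of 0.0912 and MHC class I 0.343, and with the term for libraries with Gm10709 transcripts oxidative phosphorylation had one of 0.974. With that term MHC class II had an adjusted p of 1.8e-04 under camera and 0.448 under fry. Between YAP3d and WT camera also called MHC class I (median -0.48, adjusted p 3.9e-05) and MHC class II (median -0.59, adjusted p 6.7e-04), neither of which held under fry (0.465 and 0.539). Between YAP7d and YAP3d MHC class II had a median of -1.62, which passed camera (adjusted p 1.1e-08) and not fry (0.115). For glycolysis in that comparison the median was above 0 and the mean below it.

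**Figure D3:**
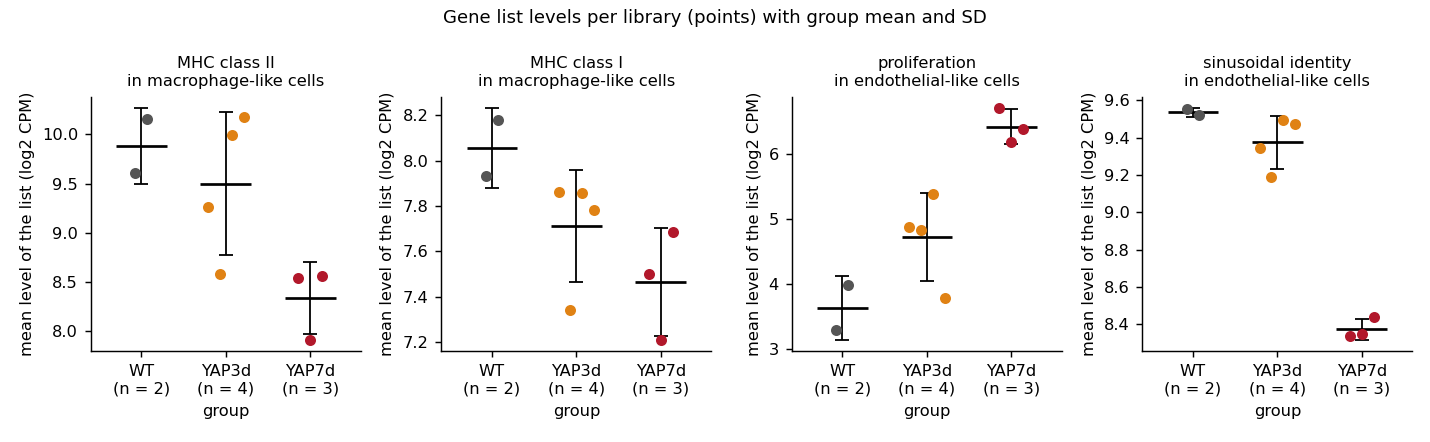
Mean level of 4 gene lists (vertical axis, log2 CPM) in macrophage-like or endothelial-like cells of each library; points are libraries, horizontal lines are group means and error bars are 1 SD. For MHC class II the YAP3d libraries spread from 8.58 to 10.17, across the gap between YAP7d and WT, while for sinusoidal identity in endothelial-like cells the YAP7d libraries lie from 8.33 to 8.44 and all others at 9.19 or above.

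In endothelial-like cells of YAP7d the proliferation list was higher than in WT (37 genes, median log2 fold change 3.22, 37 of 37 higher, camera adjusted p 4.1e-29, fry 0.00986), with 35 members passing over all genes and 36 adjusted over the list alone. With the correlation estimated from the data its adjusted p was 0.0912. By camera the same list was also higher in macrophage-like and T-cell-like cells of YAP7d than of WT. Its rise was therefore not confined to endothelial-like cells. The list of sinusoidal identity genes was lower (18 genes, median -0.97, 2 of 18 higher, camera adjusted p 4.4e-14, fry 4.1e-05, estimated correlation 0.00455), with 14 members passing by either adjustment. Capillary markers did not differ (8 genes, median 0.06, camera p 0.262; 3 members by either adjustment). Between YAP3d and WT the proliferation list was higher by a median of 1.0 under camera (adjusted p 5.5e-30) and not under fry (0.465), and sinusoidal identity had a median of -0.07 (camera adjusted p 0.0982). Between YAP7d and YAP3d both lists passed both tests, proliferation with a median of 2.01 (camera 4.8e-19, fry 0.0404) and sinusoidal identity with a median of -0.92 (camera 8.4e-16, fry 8.5e-05).

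Single genes of endothelial-like cells included Tk1 (chromosome 11, 117815519 to 117826087), which rose from 1.10 ± 1.56 CPM in WT to 97.3 ± 23.9 CPM in YAP7d (log2 fold change 5.82, SE 0.733, edgeR adjusted p 8.4e-05), and C5ar2 (chromosome 7, 16234587 to 16244154), which fell from 131.9 ± 0.640 to 9.10 ± 4.45 CPM (log2 fold change -3.58, SE 0.307, edgeR adjusted p 3.9e-06). Tubb6, Pbk and Hist1h1b rose by 4.72, 4.98 and 7.13 on the log2 scale, and Gm10709 by 6.55. Cdkn1c and Gpr155 had log2 fold changes of -3.64 and -3.14. Hspa1b and Hspa1a (chromosome 17, 34956429 to 34959238 and 34969359 to 34972156), which have near-identical sequences, so that their split of the counts is uncertain, had log2 fold changes of -4.70 and -3.61. The lowest levels were those of YAP7d replicates 2 and 3, in which heat shock transcripts were low in all 4 tested classes. YAP7d replicate 1, with Hspa1b at 54.2 and Hspa1a at 406.5 CPM in endothelial-like cells before TMM scaling, also lay below every WT and YAP3d library for both genes. Ccl2 rose in endothelial-like cells (log2 fold change 2.1, SE 0.601, edgeR adjusted p 0.0239), although the CPM values of the groups overlapped, Tgfb1 rose (0.72, SE 0.214, edgeR adjusted p 0.0279) and Csf1 (chromosome 3, 107741048 to 107760469) fell (-1.11, SE 0.335, edgeR adjusted p 0.0299). YAP7d had 111 endothelial-like cells in all, against 778 in WT.

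In T-cell-like cells the cytotoxicity list was lower in YAP7d than in WT (15 genes, median log2 fold change -0.22, 5 of 15 higher, camera p 0.0431), which did not pass adjustment (0.0593), and 0 members passed over all genes or adjusted over the list alone. The exhaustion list did not differ (6 genes, median -0.14, camera p 0.212), with 0 members by either adjustment. The genes that differed between YAP7d and YAP3d included Stmn1 (chromosome 4, 134468320 to 134473843), at 534.9 ± 114.9 CPM in YAP7d (n = 3) and 70.6 ± 48.4 CPM in YAP3d (n = 4; log2 fold change 2.81, SE 0.417, edgeR adjusted p 0.00525), and Cxcr6 (chromosome 9, 123806477 to 123811754), at 224.1 ± 98.3 and 570.2 ± 143.6 CPM (log2 fold change -1.36, SE 0.306, edgeR adjusted p 0.0408). Cxcr6 was among the 10 most raised genes of a T-cell-like cluster of 844 cells. A change in the mix of T-cell-like clusters was not tested. The 1 gene called in B-cell-like cells, Gm9844 (chromosome 7, 24862203 to 24862678), fell from 216.6 ± 101.6 CPM in WT to 38.9 ± 9.09 CPM in YAP7d (log2 fold change -2.48, SE 0.372, edgeR adjusted p 0.0251). Gm9844 is annotated as a pseudogene, so its counts are uncertain where reads match near-identical copies.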

Values the study reported

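The study identified 11 cell types by t-SNE in the liver cells profiled by single-cell RNA-seq.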

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

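Tests chosen only after the result was seen were those on the UMI floor, dilution, the level of proliferation genes in YAP3d libraries with Gm10709 transcripts, few molecules, counting of Ccl2, library depth, carry-over from endothelial cells, macrophage markers in endothelial cells, heat shock and Kupffer identity in YAP3d replicate 2, and the rule that a term had to hold under both camera and fry. Of 87 groups of 4 libraries checked for 1 library far from the others, 5 passed the limit, and chance gives about 1 in 20, or 4.3.

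YAP3d replicate 2 had 20.6% monocyte-like cells, far from the other YAP3d libraries. A YAP7d library under a wrong name is argued against by its sinusoidal identity level in endothelial-like cells, 9.19, which lay far above the YAP7d libraries (8.33 to 8.44). A difference in the smallest cells counted is argued against because its share was 29.9% among cells above 1 UMI floor. No biological explanation was tested for this animal.

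MHC class I in macrophage-like cells of YAP3d replicate 2 was low, at a mean log2 CPM of 7.34. Few molecules are argued against by the 543712 UMIs of that class in that library. Its Kupffer identity level of 7.35 lay within the range of the YAP7d libraries (6.86 to 7.79) and below the other YAP3d libraries (8.23 to 8.36), so a partial loss of Kupffer cell identity is a candidate explanation, whose origin was not tested.

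YAP3d replicate 4 had 2554 cells and 13092200 UMIs, far above the other YAP3d libraries. Deeper sequencing of a like number of cells is argued against by its median of 4232.5 UMIs per cell, which lay among the other YAP3d libraries (3380 to 5069.5). The excess lay in the number of cells, and no biological explanation was tested.

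Ccl2 in macrophage-like cells of YAP3d replicate 3 was low, at 65.7 CPM. It had 7 counts among 112660 UMIs where 53.9 were expected from the other YAP3d libraries, and chance in counting alone is argued against by a Poisson probability of 1.2e-15. No biological explanation was tested.

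The share of macrophage-like cells differed between YAP7d and YAP3d by 24.6 percentage points and that of T-cell-like cells by -11.6, each with an exact permutation p of 0.0286. In the edgeR test of cell numbers the macrophage-like difference passed (adjusted p 0.00874) and the T-cell-like one did not (0.121). Against WT, with 1 UMI floor for all libraries, the macrophage-like difference was 29.8 and the T-cell-like difference -15.1 percentage points, so a difference in the smallest cells counted is argued against for both. Among cells that are neither macrophage-like nor monocyte-like, the T-cell-like difference from WT was 3.82 percentage points, a value raised by the fall in endothelial-like cells. Among cells that are not endothelial-like either it was -16.9, with every YAP7d library below every WT library. These values point opposite ways, and the last also depends on the shares of the remaining classes. They therefore do not decide whether dilution by macrophage-like and monocyte-like cells accounts for the difference from WT. For YAP7d against YAP3d, the mean T-cell-like shares without macrophage-like and monocyte-like cells were 28.4 and 29.6%. Without endothelial-like cells as well they were 31.1 and 42.6%, a difference that no longer passed. Dilution therefore stays open for that comparison too. The length of induction, which the design names, stays open for both classes and was not separated from other differences between the animals.

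In endothelial-like cells the effect on the proliferation list was higher at 7 days than at 3 days by a median of 2.01 and that on sinusoidal identity lower by -0.92, in both camera and fry. In these cells 1279 genes differed, and 1 of the 35 splits of the 7 libraries, the real one, gave as many, which argues against chance at the smallest share that 35 splits allow, without adjustment for the 4 classes tested. Doublets with macrophages are argued against as the source of the proliferation genes, since macrophage markers in endothelial-like cells of YAP7d stood at a median of 4.18% of the macrophage-like level and proliferation genes at 76.8%. With a term for the libraries with Gm10709 transcripts, proliferation in YAP7d against WT had a camera adjusted p of 1.5e-21 and a fry adjusted p of 0.213. Over the alternatives that change 1 choice and keep all libraries the adjusted p ran from 2.1e-45 to 0.0912. The YAP3d libraries with these transcripts had a mean log2 CPM of 4.84 and 4.88 for the list, within the range of the other YAP3d libraries (3.78 to 5.39) and below the YAP7d libraries (6.18 to 6.71), which argues against an inherited difference marked by Gm10709 as the whole cause. The length of induction stays open and was not separated from other differences between the animals. A change in the mix of the endothelial-like clusters was not tested and stays open as well.

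Genes of endothelial-like cells with a higher effect at 7 days than at 3 days, as the difference on the log2 scale, were Tk1 (3.76), Kcne3 (3.71), Hist1h2ap (3.49), 2810417H13Rik (3.30) and Ccnb2 (3.29), and those with a lower one C5ar2 (-3.38), Prelp (-2.90), Ackr1 (-2.67), Hspa1b (-4.64) and Hspa1a (-3.18). The last pair was lowest in YAP7d replicates 2 and 3. Both libraries were counted as below all others in 4 of 4 classes for heat shock transcripts, which argues against a response in 1 cell type. For Hspa1a this held in T-cell-like cells (0 and 3.6 CPM, 86.9 or more elsewhere) and B-cell-like cells (0 in both, 16.1 or more elsewhere). Other heat shock genes did not all follow. In B-cell-like cells Hspa1b was 0 in WT replicate 1 as well. In T-cell-like cells Hspd1 was lower in YAP3d replicate 4 (86.6 CPM) than in YAP7d replicates 2 and 3 (135.9 and 100.7 CPM). Over all cells YAP7d replicate 1 was not low for Hspa1a (412 CPM). Its Hspa1b over all cells (74.93 CPM) lay just under the lowest WT or YAP3d library (YAP3d replicate 2, 75.0 CPM). In endothelial-like cells its Hspa1a (406.5 CPM) and Hspa1b (54.2 CPM) lay below every WT and YAP3d library. A difference in handling cannot be told apart from an effect of the induction, because only 3 libraries had 7 days of it.

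In macrophage-like cells Ttc39c (2.82), Lgals1 (2.01), Atp1b3 (1.20) and Ifi30 (1.08) had a higher effect at 7 days, and Cxcl13 (-4.82), Cd209f (-3.78), C4b (-3.76), Ehd3 (-3.63) and Cd55 (-2.31) a lower one. As many genes, 24 or more, were given by 2 of the 35 splits of the libraries, so chance cannot be excluded for this number. The other of these gave 613 genes and put YAP3d replicate 2 with the YAP7d libraries, while the remaining splits gave at most 7. Without YAP3d replicate 2 the real comparison gave 534, so the number depends on that library. In WT macrophage-like cells the median endothelial marker stood at 3.08% of its endothelial-like level and Ehd3 at 2.56%, so RNA or pieces of endothelial cells, which were fewer at 7 days, could account for the fall of Ehd3. C4b, Cxcl13 and Cd209f were higher in macrophage-like than in endothelial-like cells, so this leaves them open, as is the length of induction.

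In T-cell-like cells Stmn1 (2.81), Cenpf (2.76), Tk1 (2.75), Cdca3 (2.56) and Rrm2 (2.50) had a higher effect at 7 days, and Gm42726 (-2.54), Rps18-ps3 (-1.62), Dtx1 (-1.49), Cxcr6 (-1.36) and Rps27rt (-1.30) a lower one. Of the 35 splits of the libraries 1, the real one, gave as many as 103 genes, which argues against chance with the same limits as in endothelial-like cells. The number was 23 without YAP3d replicate 3 and 3 with a term for libraries with low heat shock transcripts. Counts of Gm42726, Rps18-ps3 and Rps27rt are uncertain where reads match near-identical copies. All 10 of these genes stayed past the threshold when genes under 0.1 of their level in another class were left out as possible free RNA (139 genes in place of 103), and no other test of free RNA was made for them. A change in the mix of T-cell-like clusters was not tested either. In B-cell-like cells 0 genes differed by edgeR (149 at an unadjusted p below 0.05; 10 by DESeq2). The splits decide nothing there, since all 35 give 0 or more genes by construction.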

How the results depend on the processing

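The alternatives with a UMI floor, with libraries under or over 1000 cells, without macrophage-like and monocyte-like cells in the denominator, or without endothelial-like cells as well, with these classes counted together, and with terms for large libraries, low heat shock transcripts or Gm10709 transcripts were chosen after seeing the data. The cause was not tested for any change below unless it is stated. Resolution 0.5, removal of doublets and RLE size factors, where they were run, changed no direction or call among the shares and lists and moved no gene count by more than 1.5 times.

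For the shares of the 4 classes, 142 values kept direction and side of the threshold, 3 now passed it, 9 no longer passed it and 8 reversed. Without macrophage-like and monocyte-like cells in the denominator the T-cell-like difference between YAP7d and WT was 3.82 and the B-cell-like one 1.18 percentage points, both reversed, and the T-cell-like one between YAP7d and YAP3d was -1.18. Without endothelial-like cells as well the latter was -11.5 and no longer passed, and the differences between YAP3d and WT reversed to -5.34 for T-cell-like and -0.267 for B-cell-like cells. Without macrophage-like cells alone the T-cell-like difference between YAP7d and YAP3d was -6.71. With 1 UMI floor it was -20.5 and no longer passed. In libraries over 1000 cells, 1 per group and without a test, the differences between YAP3d and WT reversed to -1.62 for macrophage-like and -2.28 for T-cell-like cells. In libraries under 1000 cells, where the smallest p is 0.1 by construction, YAP7d differed from YAP3d by 27.7 for macrophage-like and -11.8 for T-cell-like cells, and the B-cell-like difference between YAP7d and WT reversed to 0.659. Macrophage-like and monocyte-like cells together differed between YAP7d and YAP3d by 37.8 (exact p 0.0571). The edgeR test of cell numbers passed for macrophage-like cells between YAP7d and WT (log2 fold change 2.52) and YAP3d (2.27) and for endothelial-like cells between YAP7d and WT (-3.41) and YAP3d (-2.69). For T-cell-like cells it gave -0.70 against WT (p 0.121, adjusted over the classes 0.189) and -0.87 against YAP3d (p 0.0346, adjusted 0.121), which do not pass adjustment.

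The number of classes that differed over the 3 groups was 3, and 0 with no cell filter, with at least 500 genes and at most 10% mitochondrial counts, with resolution 2, with 1 UMI floor, without macrophage-like cells in the denominator and with the replicate block; it was 4 with class assignment without clusters and 3 with doublets removed or resolution 0.5. Without YAP3d replicate 3 it was 1 and without each of the other libraries 0, where fewer libraries leave fewer assignments.

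Leaving out 1 library gave these ranges of the differences in percentage points. For macrophage-like cells they were 18.5 to 29.9 (YAP7d minus WT), -0.692 to 2.15 (YAP3d minus WT) and 17.4 to 28.8 (YAP7d minus YAP3d). For endothelial-like cells they were -48.8 to -31.3, -26.3 to -8.75 and -27.6 to -18.6, for T-cell-like cells -11.4 to -5.93, 0.202 to 5.64 and -12.7 to -9.96, and for B-cell-like cells -8.06 to -1.31, -1.32 to 6.20 and -10.1 to -3.36. The difference between YAP3d and WT reversed without YAP3d replicate 2 for macrophage-like cells (-0.692), and for B-cell-like cells without WT replicate 1 (-0.552) and YAP3d replicate 4 (-1.32). The macrophage-like and T-cell-like differences between YAP7d and YAP3d no longer passed without any 1 library, since the smallest possible p then rises.

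Replicate numbers do not pair the samples as a whole: correlations between same-numbered libraries after removing group means ran from -0.390 to 0.308. They were above 0 for replicate 1 in all 4 classes (0.0371 to 0.308), of mixed sign for replicate 2 and below 0 for replicate 3, and why the replicate 1 libraries go together was not tested. With the replicate block the differences between YAP7d and YAP3d were 23.6 for macrophage-like and -12.4 for T-cell-like cells, by a sign-flip test that cannot go below an exact p of 0.25, and the B-cell-like one between YAP3d and WT reversed to -0.863. Gene counts with the replicate block were, for YAP7d minus WT, 242 in macrophage-like, 148 in T-cell-like and 15 in B-cell-like cells, for YAP3d minus WT 13 in macrophage-like, 16 in endothelial-like and 27 in T-cell-like cells, and for YAP7d minus YAP3d 12 in macrophage-like and 295 in T-cell-like cells.

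Of the gene counts, 93 stayed within 1.5 times of the reported one, 33 were larger and 18 smaller. In macrophage-like cells the 107 genes between YAP7d and WT became 556 without the low-count filter, 529 with only the compared groups, 174 by DESeq2, 47 with at least 500 genes and at most 10% mitochondrial counts (which leaves YAP3d replicate 1 with 8 cells, too few to enter), 1 with the heat shock term and 0 with the Gm10709 term. The 24 between YAP7d and YAP3d became 302, 6, 57, 5, 0 and 3 under the same alternatives, 69 with the term for large libraries and 9 without genes under 0.1 of their level in another class. Between YAP3d and WT the filter left off gave 18 in place of 0. In endothelial-like cells the 1367 genes between YAP7d and WT became 428 with the heat shock term and 233 with the Gm10709 term, the 1279 between YAP7d and YAP3d became 289 and 460, and the 0 between YAP3d and WT became 38 without the low-count filter. In T-cell-like cells the 0 between YAP7d and WT became 236 without that filter, 36 with only the compared groups, 36 by DESeq2, 231 with the term for large libraries, 8 at resolution 2, 8 with at least 500 genes and at most 10% mitochondrial counts and 9 without genes under 0.1 of their level in another class. The 103 between YAP7d and YAP3d became 454 without the filter, 475 with the term for large libraries, 3 with the heat shock term and 17 with the Gm10709 term, and the 0 between YAP3d and WT became 16 without the filter. In B-cell-like cells the 1 between YAP7d and WT became 53 without the filter, 9 by DESeq2, 3 with only the compared groups, 36 with the term for large libraries, and 0 at resolution 2, with the heat shock term and with the Gm10709 term. The 0 between YAP7d and YAP3d became 75, 10 by DESeq2 and 39 with the term for large libraries, and that between YAP3d and WT became 1 without the filter.

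Leaving out 1 library, which leaves a lone WT library assumed to vary like the other groups when 1 of the WT is left out, gave 0 to 530 genes in macrophage-like cells between YAP7d and WT (36 without WT replicate 1, 0 without WT replicate 2, 49, 530 and 286 without YAP3d replicates 1, 2 and 4, 57 and 45 without YAP7d replicates 2 and 3), 0 to 1 between YAP3d and WT (1 without YAP7d replicate 3) and 4 to 534 between YAP7d and YAP3d (12 and 13 without WT replicates 1 and 2, 7, 534, 6 and 4 without YAP3d replicates 1 to 4, 10 and 6 without YAP7d replicates 2 and 3). In endothelial-like cells it gave 662 to 1391 (662 and 810 without WT replicates 1 and 2, 864 without YAP7d replicate 3), 0 to 7 (7 without YAP3d replicate 4) and 699 to 1283 (699 without YAP7d replicate 3). In T-cell-like cells it gave 0 to 45 (23, 11 and 45 without YAP3d replicates 1, 2 and 4, 1 and 4 without YAP7d replicates 1 and 3), 0 to 0, and 23 to 151 (49 and 23 without YAP3d replicates 1 and 3, 55, 43 and 61 without YAP7d replicates 1 to 3). In B-cell-like cells it gave 0 to 6 (2 without WT replicate 1, 2 and 3 without YAP3d replicates 2 and 4, 6 without YAP7d replicate 3, and 0 without each of the other 5), 0 to 0, and 0 to 1 (1 without YAP3d replicate 2).

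For the lists between YAP7d and WT, 86 values kept direction and side, 4 now passed, 6 no longer passed and 3 reversed. With the correlation estimated from the data adjusted p values were 0.343 for MHC class I, 0.0912 for MHC class II, 0.503 for oxidative phosphorylation and 0.0912 for endothelial proliferation. Under fry they were 0.064 for MHC class I and 0.168 for oxidative phosphorylation. The term for large libraries gave 0.0285 for glycolysis, 0.0278 for cytotoxicity and, reversed, 0.734 for chemokines. The Gm10709 term gave 0.0235 for M2 markers, 0.0247 for cytotoxicity and, reversed, 0.974 for oxidative phosphorylation, and the heat shock term gave 0.939 for chemokines, reversed. Over the alternatives that change 1 choice and keep all libraries the adjusted p ran from 9.8e-05 to 0.343 for MHC class I, 3.1e-16 to 0.0912 for MHC class II, 0.00202 to 0.974 for oxidative phosphorylation, 0.0285 to 0.619 for glycolysis, 0.0235 to 0.345 for M2 markers, 0.394 to 0.963 for chemokines, 0.0247 to 0.533 for cytotoxicity, 0.0866 to 0.705 for exhaustion, 2.1e-45 to 0.0912 for endothelial proliferation, 1.3e-15 to 0.00455 for sinusoidal identity and 0.208 to 0.855 for capillary markers.

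Without 1 library the adjusted p ran from 2.5e-05 to 0.0107 for MHC class I, 1.3e-13 to 2.3e-08 for MHC class II, 1.7e-04 to 0.0319 for oxidative phosphorylation, 0.00303 to 0.430 for glycolysis, 0.0251 to 0.319 for M2 markers, 0.0223 to 0.917 for chemokines, 0.0246 to 0.226 for cytotoxicity, 0.0911 to 0.821 for exhaustion, 1.8e-47 to 7.4e-23 for proliferation, 2.9e-14 to 7.9e-12 for sinusoidal identity and 0.0732 to 0.946 for capillary markers. Glycolysis passed without WT replicate 2 (0.00303), YAP3d replicates 2 (0.0353) and 3 (0.0244) and YAP7d replicates 1 (0.0460) and 2 (0.0247). M2 markers passed without WT replicate 1 (0.0251), YAP3d replicate 2 (0.0473) and YAP7d replicates 1 (0.0460) and 2 (0.0297). Chemokines passed as lower without WT replicate 1 (0.0251), reversed to higher without WT replicate 2 (0.0223) and reversed without YAP7d replicate 2 (0.917). Cytotoxicity passed without WT replicate 1 (0.0456) and YAP7d replicate 1 (0.0246).

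Of the values of single named genes within classes, 1311 stayed, 239 no longer passed, 1 now passed and 25 reversed, the last all for genes named whatever their change. Of those that no longer passed 44 arose with the heat shock term and 40 with the Gm10709 term. In endothelial-like cells between YAP3d and WT, Yap1 reversed to -0.028 without WT replicate 2 and -0.067 without YAP3d replicate 4 (0.121 at most, without YAP3d replicate 1), and Tead1 to -0.034 with the replicate block and -0.161 without WT replicate 2 (0.314 at most). Ctgf reversed to -0.145 with the replicate block, and Cyr61 to 0.854 without WT replicate 2 (-1.277 at least). Ccl2 reversed to -0.035 with the Gm10709 term and -0.338 without WT replicate 1 (2.661 at most, without WT replicate 2). Csf1 reversed to -0.135 with the Gm10709 term, -0.153 without WT replicate 2 and -0.079 without YAP3d replicate 2 (0.184 at most). Ctgf between YAP7d and WT reversed to 0.009 without genes under 0.1 of their level in another class, 0.033 without doublets, 0.002 with the term for large libraries, 0.006 without YAP3d replicate 1, 0.330 without YAP7d replicate 1 and 0.336 without YAP7d replicate 2, and between YAP7d and YAP3d to 0.138 and 0.150 without the same YAP7d libraries (-0.349 at least), and in the other 6 omissions Ctgf was too low to be tested. Tgfb1 between YAP7d and YAP3d reversed to -0.061 with the heat shock term. In macrophage-like cells Ccl2 reversed between YAP7d and WT to 0.125 with the heat shock term and 0.646 without WT replicate 2 (-0.808 at least), and between YAP3d and WT to -0.061 without WT replicate 1 (1.381 at most). Tgfb1 between YAP3d and WT reversed there to -0.007 with the Gm10709 term and -0.046 without WT replicate 1 (0.342 at most). The 243 values of listed genes over all cells kept their direction.

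Cells or molecules were few in macrophage-like cells of YAP3d, with 12 cells in replicate 1, in endothelial-like cells of YAP7d, with 23 and 24 cells in replicates 2 and 1, in B-cell-like cells, with 108730 to 135655 UMIs in 5 libraries and 2233 tested genes, and in hepatocyte-like cells, which were not tested.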

Other observations

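Tests chosen only after the result was seen were those on free RNA for MHC class II, the mix of the macrophage-like clusters, the UMI floor, dilution, handling, carry-over, free RNA for Gm10709 and the insert at ROSA26.

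MHC class II was lower in macrophage-like cells of YAP7d than of WT. Free RNA is argued against, since Cd74 in WT macrophage-like cells was at least 36.3 times its level in T-cell-like cells. Dendritic cells counted as macrophages are argued against as the whole cause: dendritic markers stood at a median of 5.68% of their dendritic-like level and Cd74 at 41.4%. The ratio of these, 0.137, missed the limit of 0.1 set beforehand, and the limit of 0.2 that it passed was chosen after it was seen. The macrophage-like class held 2 clusters, and the smaller one grew from 6.45 and 18.8% of the class in WT to 38.0, 30 and 65.7% in YAP7d. Their mix is argued against. Within the larger cluster alone the difference of the list between YAP7d and WT was -3.20 on the log2 scale, against -1.84 for both. Macrophage-like cells fell into more clusters at resolution 2, and a mix within the larger cluster was not tested. In that cluster Cd74 was at 338.6 CPM in YAP3d replicate 2, among the YAP7d libraries (182.7, 375.3 and 438.7) and below the other YAP3d libraries (3711 or more). Kupffer identity genes were lower in YAP7d (camera p 1.2e-07), so loss of Kupffer cell identity is a candidate explanation. With a term for the libraries with Gm10709 transcripts the adjusted p of MHC class II was 1.8e-04 under camera and 0.448 under fry, and with a term for low heat shock transcripts 8.3e-07 and 0.246. Over the alternatives that change 1 choice and keep all libraries the adjusted p ran from 3.1e-16 to 0.0912. The YAP3d libraries with Gm10709 transcripts (mean log2 CPM of the list 8.58 and 9.26) lay between the YAP7d libraries (7.91 to 8.56) and the other YAP3d libraries (9.99 and 10.17). An inherited difference and a difference in handling cannot be told apart from the induction, because all YAP7d and no WT libraries have these transcripts and the term for handling leaves 1 YAP7d library. The induction itself stays open.

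The number of genes that differed in macrophage-like cells between YAP7d and WT was 1 with a term for the libraries with low heat shock transcripts. That term leaves 1 YAP7d library to compare, so a difference in handling cannot be told apart from the induction for these genes.

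Ehd3 and Bmp2 were lower in macrophage-like cells of YAP7d. In WT they stood at 2.56 and 2.50% of their endothelial-like level, near the 3.08% of the median of 16 endothelial markers, so free RNA or attached endothelial cells could account for them. The sinusoidal list was also lower in T-cell-like cells.

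The endothelial-like share was lower in YAP7d than in WT by -37.2 percentage points with 1 UMI floor and by -39.6 among cells that are neither macrophage-like nor monocyte-like, which argues against the smallest cells counted and against dilution. Yield in dissociation was not tested, and the induction stays open. For B-cell-like cells the difference was -2.01 with 1 UMI floor, too small beside the spread of the libraries to decide, 1.18 among cells that are neither macrophage-like nor monocyte-like, and -8.32, with overlapping libraries, among those that are not endothelial-like either, which leaves dilution undecided.

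Gm10709, a pseudogene 179674 bp from Yap1 on chromosome 9, had 346.8 to 611 CPM over all cells in 5 libraries (YAP3d replicates 1 and 2 and all YAP7d) and 3.65 to 11.2 CPM in 4. The same split appeared in 4 of 4 classes, which argues against free RNA from 1 class. A candidate explanation is a variant of Rpl29 carried by some animals, whose reads would match Gm10709 better: Rpl29 in T-cell-like cells reached at most 1446 CPM in libraries with these transcripts and at least 1654 CPM in the others. In B-cell-like cells the Rpl29 ranges were apart as well (at most 1425 CPM with these transcripts and at least 1629 CPM without). In macrophage-like and endothelial-like cells the Rpl29 ranges overlapped over all libraries. Among the YAP3d libraries alone Rpl29 was lower with these transcripts in 4 of 4 classes. The values were at most 761 against at least 831 CPM in macrophage-like cells and 562 against 947 CPM in endothelial-like cells. Whether such a variant exists was not tested, since sequencing reads were not used, and no other biological explanation was tested.

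Gt(ROSA)26Sor had 5 counts in YAP3d replicate 2, where 45.3 were expected from the class rates of the other libraries. This argues against the mix of classes, and a Poisson probability of 3.7e-14 argues against chance in counting. An insert on both copies of ROSA26 could lower it; at most 1 count lay in any 1 of 6 classes, which is too few to decide.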
